A study of Mus musculus with 96 samples.

How the data were processed

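Liver mRNA was measured in 96 libraries from mice of 12 to 16 weeks in 2 lines (Bmal1 and Cry), 2 genotypes and 2 feeding regimens at 6 times of day. Libraries were made from 250 ng of total RNA with 11 PCR cycles, pooled 6 to a lane and read as paired ends for 100 cycles. The table deposited by the authors holds raw counts per Ensembl gene, with 1 column per library and no normalisation. Per the submitters' processing notes, reads were aligned with STAR 2.4.0i to mm10. The program that counted reads, its strand setting and the gene annotation are not given in the sources used here. All values were whole numbers, no identifier was duplicated and 0 columns were left without a sample. Of 55421 identifiers, 55154 were matched to a GENCODE M21 symbol, and the 267 others held 0.0449% of counts. No cell of group and time held a pair of identical libraries: over genes with a summed count of at least 20, the chi-square per degree of freedom between the libraries of a cell ran from 10.14 to 744.4.

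Samples were grouped by line, genotype and feeding into 8 groups of 12, with 48 cells of 2 libraries. The number in a title was read as a replicate series of 6 libraries. Total counts ran from 1478963 to 35568856, and group medians from 23.28 to 27.7 in units of 1e+06 counts. Precision was judged from the spread between libraries, since counting error is smaller than that spread.

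Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling and filterByExpr (minimum count 10, minimum total 15), which kept 15772 of 35670 genes with any count and 99.94% of all counts. Mean levels came from a quasi-likelihood fit of all 96 libraries with a mean per cell; each log2 fold change is the difference of log levels averaged over the 6 times with equal weight, with its SE. There were 14 such comparisons, namely 4 knockout effects, 4 feeding effects, 2 differences of the knockout effect between feedings, 2 comparisons of WT lines and 2 differences between the knockout effects. Rhythms came from a quasi-likelihood fit of a 24 h cosine per group, with a joint test of its terms. A gene was called rhythmic with a Benjamini-Hochberg (BH) adjusted p under 0.05 and a fitted peak-to-trough range of at least 0.5 log2, and 8 differences of rhythm were tested in the same fit. A rhythm lost in both knockouts was rhythmic in both WT groups and differed from WT with a smaller range in both knockouts. A kept one was rhythmic in all 4 groups with a peak within 3 h of WT. Levels are normalised counts in CPM with the SD over the 12 libraries of a group. Where a group had cells at 0 counts the levels are given in place of the fitted fold. All p-values are two-sided, and adjustment was over genes within each comparison.

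The 32 gene lists were written from general knowledge: core clock, BMAL1 and CLOCK E-box targets, REV-ERB and ROR targets, lipogenesis, cholesterol synthesis, PPARA targets, gluconeogenesis, amino acid response, bile acid, xenobiotic, male-biased and female-biased genes, growth hormone axis, ribosome biogenesis, unfolded protein response, heat shock, glucocorticoid response, NRF2 targets, acute phase, interferon response, cell cycle, pericentral and periportal genes, and markers of Kupffer cells, B and T cells, neutrophils, endothelial, stellate, cholangiocyte, erythroid, adipocyte and exocrine pancreas cells. Camera of limma 3.58.1 tested each list on mean level with a preset correlation of 0.01 and BH adjustment over 448 tests, and again with an estimated correlation. Of 142 calls 18 held with the estimate, and these 18 were among the 142. Fisher's exact test compared lists with rhythm classes against all genes that could qualify, adjusted over 266 tests, of which 41 were called.

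Named genes were fixed by rule: Arntl, Cry1 and Cry2; the core clock; per comparison of mean level the 5 highest and 5 lowest folds among called genes with at least 5 CPM in the higher group and 1 direction at all 6 times; up to 4 members of each list with the smallest p; 10 genes per rhythm class by range; and the 5 smallest p per rhythm difference outside the core clock. Y-linked genes were left out. The groups of genes in the text are a selection of these. Some of the genes these rules chose are not reported here, and 1 of the core clock is left out of its figure.

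The alternatives set beforehand were RLE size factors, no filter, a mean of at least 1 CPM, the compared groups alone, cosine intercepts, cell means for time, DESeq2 1.42.0, limma-voom, the replicate number as a block, leaving out each series, no minimum range and the estimated correlation. Added after the data were seen were the series as a random effect or intercept and fits without the 2 libraries over 5000 CPM of Saa1, the 3 shallowest, or the 7 over 5000 CPM of Saa1, 50 of Isg15 or 40 of Ctrb1. Each comparison was also run on other splits of its own libraries within each time.

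The models were tested on simulated data in which 200 of 15772 genes were changed. For mean level, 55.2% of 1.5-fold, 91% of 2-fold and 100% of 4-fold changes were called, with 5 other genes. For rhythm in Bmal1 KO RF, 0% of ranges of 0.5 log2, 23.9% of 1 log2 and 86.4% of 2 log2 were called, with 2 other genes and a median peak error of 0.363 h. For a difference in rhythm these shares were 0%, 2.99% and 66.7%, with 4 other genes. With 200 changed genes, against 3244 called for mean level in Bmal1 KO RF, the shares may differ from those in the measured fits. Whether the counts of other genes hold with series that differ as in the data (8254 genes within Cry KO AL) was not tested.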

Results

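The data were 96 liver mRNA libraries from mice aged 12 to 16 weeks, taken at 6 zeitgeber times (ZT, hours after lights on) 4 h apart. Mice came from a Bmal1 line and a Cry line, each as wild type (WT) and knockout (KO), and ate either ad libitum (AL) or only during the night (restricted feeding, RF). BMAL1 is the activator and CRY1 and CRY2 are repressors of the circadian clock; the Cry KO lacks both CRY proteins. The crossing of genotype and feeding asks which daily and mean transcript levels follow the clock and which follow the meal schedule. This gave 8 groups of 12 libraries, with 2 libraries per group and time. Each group was made of 2 numbered replicate series of 6 libraries, called series 1 and series 8 of Bmal1 WT AL, for example. Total counts per library ran from 1478963 to 35568856, with a median of 25422366. The 3 shallowest libraries were 1 each of Bmal1 KO RF, Cry KO AL and Cry KO RF. Levels are given in CPM, normalised read counts scaled to library size. A level of 5 CPM stood for 7.39 counts in the shallowest library and 127 in the median library. Liver sampling is terminal, but the labels do not tie libraries to animals, so p-values measure the spread between these libraries.

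Arntl, the gene of BMAL1 (ENSMUSG00000055116, mm10 chromosome 7, 113207465 to 113314126), still had reads in all Bmal1 KO libraries. It stood at 11.8 ± 1.51 CPM (SD, n = 12, range 9.71 to 15) in Bmal1 KO AL and 16 ± 2.74 CPM (13 to 21.2) in Bmal1 KO RF. Bmal1 WT libraries spanned 0.272 to 35.3 CPM under AL and 1.01 to 45 CPM under RF. Cry1 (ENSMUSG00000020038, chromosome 10, 85131700 to 85185064) ranged from 5.38 to 9.95 CPM in Cry KO AL and from 5.88 to 12.7 CPM in Cry KO RF, against 5.95 to 51.4 and 6.33 to 71.4 CPM in the matching WT groups. Cry2 (ENSMUSG00000068742, chromosome 2, 92403646 to 92434043) lay between 17.8 and 26.6 CPM in Cry KO AL and between 13.1 and 32 CPM in Cry KO RF, and its WT ranges were 18.9 to 56.8 and 21.9 to 60.7 CPM. Counts over a whole gene include exons outside a deleted part, so these levels do not check the deletions themselves. Npas2, which encodes a partner of BMAL1 (chromosome 1, 39193731 to 39363236), ran from 25.5 to 51 CPM in Bmal1 KO AL and 31.8 to 53.7 CPM in Bmal1 KO RF, above all Bmal1 WT libraries (highest 15.5 and 19.2 CPM). In Cry KO it did not exceed 0.0718 CPM under AL or 0.0417 CPM under RF, while Cry WT libraries went down to 0.036 and 0.0827 CPM, so the ranges overlapped under AL. The repressor gene Nr1d1 stayed within 0.979 to 2.26 CPM in Bmal1 KO AL and within 26 to 49.4 CPM in Cry KO AL, and both ranges overlapped those of the matching WT libraries.

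**Figure D1:**
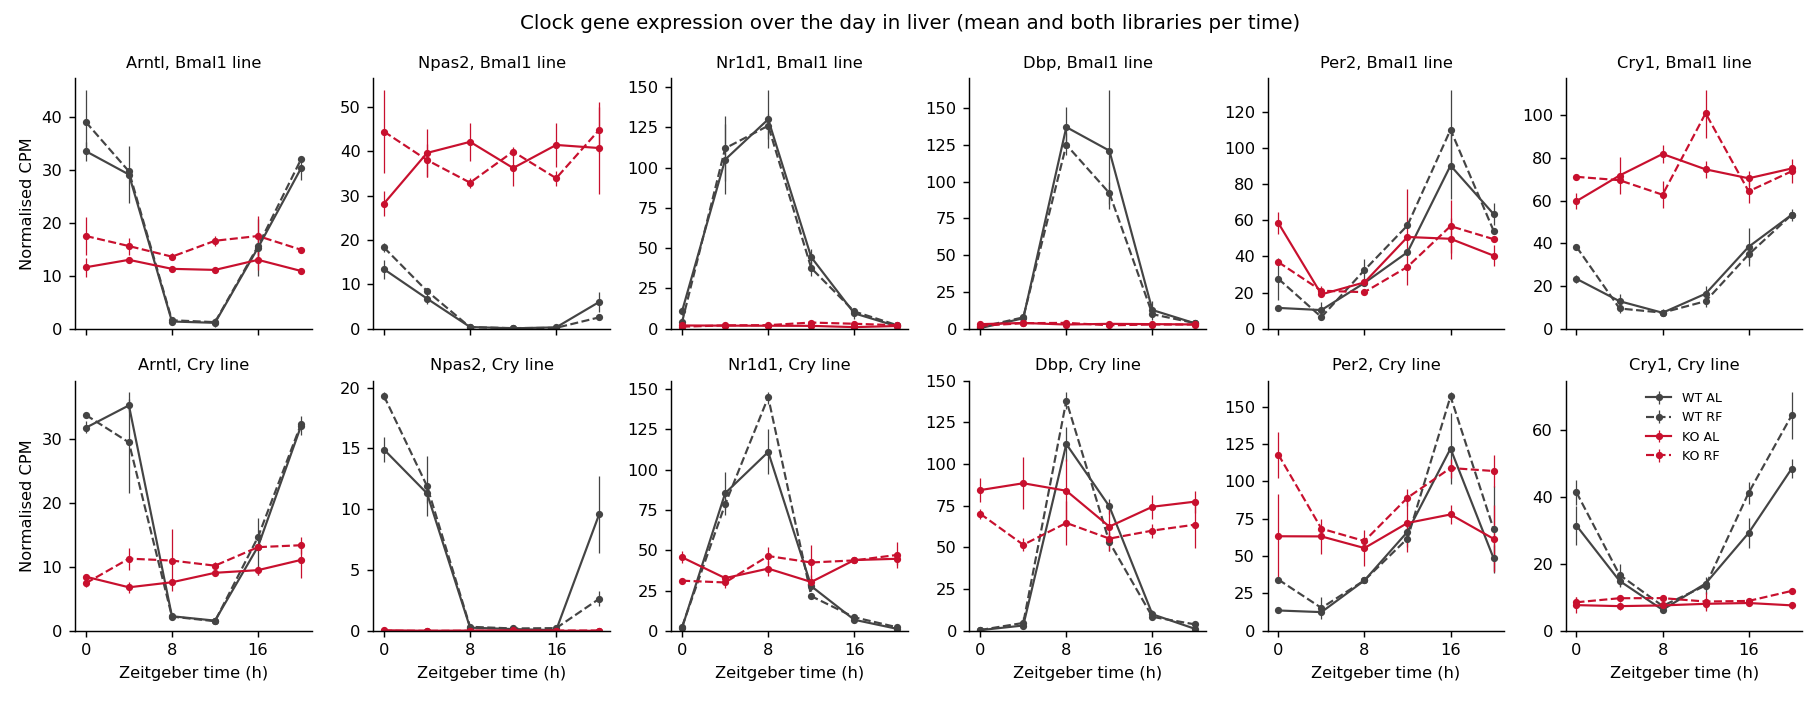
Level (normalised CPM) of 6 clock genes against zeitgeber time (h) in the Bmal1 line (top) and the Cry line (bottom), WT grey and KO red, AL solid and RF dashed. Points are means of the 2 libraries per time and vertical bars span both libraries. Dbp stayed between 1.63 and 4.72 CPM in all Bmal1 KO libraries and between 47.6 and 104 CPM in all Cry KO libraries.

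Loss of BMAL1 and loss of CRY moved Npas2, Nr1d1, Nr1d2, Ciart and Dbp in opposite directions. Fold changes of mean level are log2 differences averaged over the 6 times, with SE, from edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment over 15772 genes, n = 12 per group. In Bmal1 KO under AL, Nr1d1 (−3.68 ± 0.18, adjusted p = 1.74e-22), Nr1d2 (−2.55 ± 0.15), Ciart (−2.8 ± 0.28) and the output factor Dbp (−1.84 ± 0.21) fell, and Npas2 (4.79 ± 0.22, adjusted p = 9.01e-25) and Cry1 (1.8 ± 0.11) rose. In Cry KO under AL, Dbp (3.49 ± 0.2, adjusted p = 5.45e-20), Ciart (3.42 ± 0.22), Per1 (1.99 ± 0.23), Per3 (1.74 ± 0.14) and Nr1d1 (1.61 ± 0.16) rose. Npas2 dropped there to 0.0163 ± 0.0261 CPM from 6.04 ± 6.52 CPM in WT (SD). These folds compare means of log levels, so a gene that swings in WT can differ in log mean but not in CPM: Nr1d1 averaged 39.3 ± 7.2 CPM in Cry KO AL and 39 ± 46.1 CPM in its WT. Of the 19 core clock genes, 6 rose and 6 fell in Bmal1 KO AL (7 and 7 adjusted over the list alone; adjusted p = 0.855), and 12 rose and 4 fell in Cry KO AL (12 and 6 adjusted over the list alone; adjusted p = 1.71e-11, 0.000325 with an estimated correlation). The list holds the targeted genes, so counts without them were added after the result was seen: without Cry1 and Cry2 12 of 17 rose and 2 fell in Cry KO AL, and without Arntl 6 of 18 rose and 6 fell in Bmal1 KO AL. Of the 15 E-box targets of BMAL1 and CLOCK measured, 9 fell and 1 rose in Bmal1 KO AL (10 and 1 adjusted over the list alone), and 14 rose in Cry KO AL (14 adjusted over the list alone). The camera test of this list gave adjusted p = 7.49e-15 and 1e-38, and adjusted p = 0.000252 and 6.95e-09 with an estimated correlation. Genes repressed by REV-ERB and activated by ROR rose in Bmal1 KO AL (3 of 5, 4 adjusted over the list alone, adjusted p = 1.15e-14, 1.57e-06 with an estimated correlation) and fell in Cry KO AL (3 of 5, 4 adjusted over the list alone, adjusted p = 0.000697, 0.0784 with an estimated correlation). Arntl and Cry1 are among these 5 genes. Without the targeted gene 3 of 4 rose in Bmal1 KO AL and 2 of 4 fell in Cry KO AL, where the unadjusted camera p was 0.0243.

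**Figure D2:**
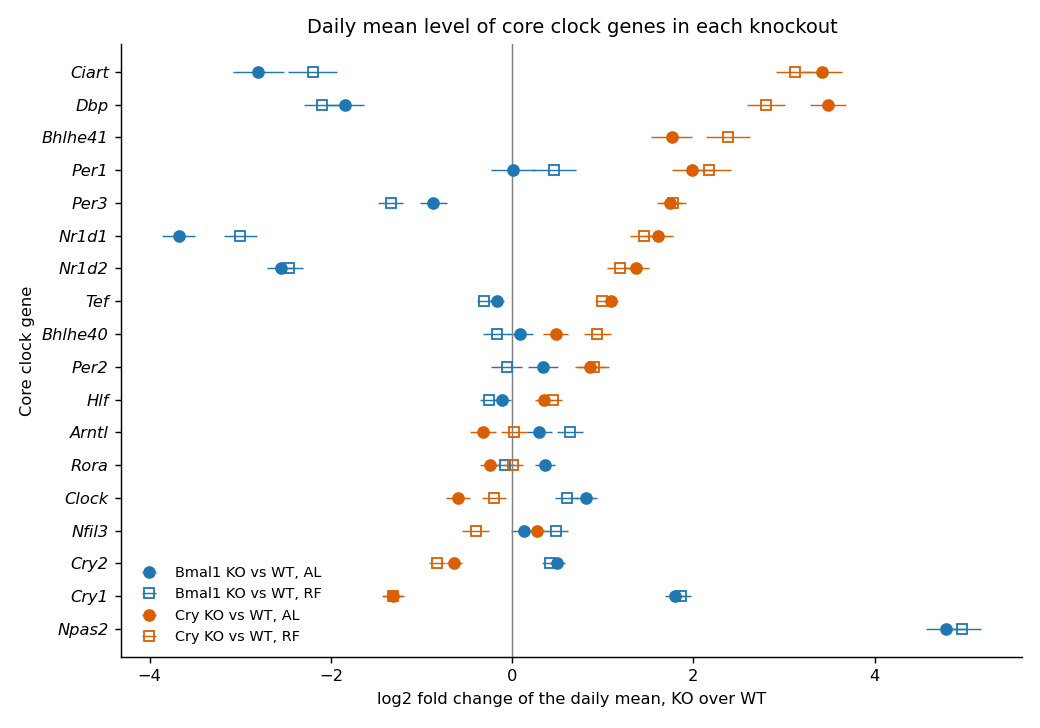
Log2 fold change of mean level (KO over WT, edgeR, horizontal bars SE) of core clock genes in the Bmal1 line (blue) and the Cry line (orange); filled circles are AL and open squares RF, and fits with a group near 0 counts are left out. Nr1d1, Ciart and Dbp lie on opposite sides of 0 in the lines.

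Beyond the clock, the strongest rise in Bmal1 KO livers under AL was that of Sult1e1, the estrogen sulfotransferase (chromosome 5, 87575969 to 87591594), at 72.7 ± 48.3 CPM against 0.621 ± 1.09 CPM in WT (SD, n = 12 each; log2 fold change 7.63 ± 0.71 SE, adjusted p = 1e-15 by edgeR). Ntrk2, the TrkB receptor gene, stood at 63 ± 15.5 against 1.55 ± 1.14 CPM (5.55 ± 0.38), and Tox2 at 19.8 ± 6.78 against 0.47 ± 0.268 CPM (5.5 ± 0.31). Nat8, an N-acetyltransferase gene, dropped to 0.495 ± 0.351 from 27.1 ± 10.4 CPM (−5.97 ± 0.34, adjusted p = 2.77e-22). Trim12a (chromosome 7, 104299894 to 104315466, on the chromosome of Arntl) was at 0 in all 12 KO libraries against 5.36 ± 3.16 CPM in WT. It lies among closely related Trim genes, so its reads are uncertain. Reads of the pseudogene Rps13-ps1 (higher), of Mup15 and of Cyp2a4 (both lower) are likewise shared with near-identical genes, and 91.1% of the WT reads of Cyp2a4 came from 1 library at ZT12. Lipogenic genes were lower: 14 of 19 fell (15 adjusted over the list alone; camera adjusted p = 2.97e-06, adjusted p = 0.473 with an estimated correlation). Among them were Thrsp (−1.84 ± 0.29), the desaturase gene Scd1 (−1.46 ± 0.26), Fads2 (−0.77 ± 0.13) and the fructokinase gene Khk (−0.82 ± 0.15). Of 19 PPARA targets of fatty acid oxidation, 8 fell and 1 rose (8 and 1 adjusted over the list alone; adjusted p = 0.00357, 0.713 with an estimated correlation). Pdk4, a brake on pyruvate oxidation, rose (1.78 ± 0.24). Pericentral genes rose (4 of 10, 4 adjusted over the list alone, adjusted p = 0.047, 0.681 with an estimated correlation), with Gstm3 at 2.51 ± 0.24 and Oat at 1.11 ± 0.18. Thrsp and Oat lie within 20 Mb of Arntl, so for them a flanking strain segment and the knockout cannot be told apart. In all 3847 genes passed, 2159 higher and 1688 lower, 907 of them by at least 2-fold. Leaving out 1 series at a time gave 2389 to 4072 genes. A limma-voom model with the series as a random effect gave 1277, and it changed both the program and the series term.

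Under RF, the knockout of Bmal1 changed 3244 genes, 1660 upward and 1584 downward, and 923 by at least 2-fold. Sult1e1 again led, at 92.4 ± 94.8 against 0.302 ± 0.233 CPM (SD, n = 12 each; 8.04 ± 0.66, edgeR adjusted p = 2.76e-16), and Nat8 was at 0.4 ± 0.262 against 27.7 ± 8.08 CPM (−6.12 ± 0.35). Slc34a2, a phosphate transporter gene, reached 40.5 ± 31.2 CPM from 2.27 ± 2.89 (5.06 ± 0.41), and Cyp2b9, a cytochrome P450 gene with close paralogs, 27.6 ± 36.7 from 0.727 ± 1.25 CPM (5.35 ± 0.89). Effects under AL and RF correlated across genes (Pearson r = 0.816; genes are not independent replicates), and 1125 genes rose and 1021 fell in both, where independent lists would share 227 and 170. Only 1 gene was called in opposite directions. No gene passed the test that the Bmal1 KO effect differed between AL and RF with edgeR (0 of 15772, with 1036 at an unadjusted p under 0.05). DESeq2 called 11. With edgeR 10 passed with cosine intercepts, 0 to 24 with 1 series left out and 332 without a filter on low counts. The lipogenic genes fell again, 14 of 19 (16 fell and 1 rose adjusted over the list alone; adjusted p = 9.7e-07, 0.433 with an estimated correlation; Thrsp −2.27 ± 0.29). Male-biased genes were lower, 9 of 19 with 1 higher (11 and 1 adjusted over the list alone; adjusted p = 0.000377, 0.632 with an estimated correlation), such as Cyp4a12a (−2.2 ± 0.34) and Selenbp2 (−2.24 ± 0.39). Glucocorticoid-responsive genes rose, 6 of 11 (6 adjusted over the list alone; adjusted p = 0.003, 0.501 with an estimated correlation), led by the cell cycle inhibitor gene Cdkn1a (3.29 ± 0.27). B and T cell markers fell, 4 of 9 (7 adjusted over the list alone; adjusted p = 0.00627, 0.632 with an estimated correlation), with Ccl5 at −1.71 ± 0.35. Without the 7 libraries that stood apart, with over 5000 CPM of Saa1, 50 of Isg15 or 40 of Ctrb1, 2 fell. Leaving out 1 series at a time gave 1982 to 3132 genes, and the random-effect model gave 1173.

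In Cry KO livers under AL, Cyp2b9 rose to 42 ± 27.3 from 0.138 ± 0.137 CPM (SD, n = 12 each; 8.25 ± 1.2 SE, adjusted p = 1.25e-11 by edgeR), and Smpdl3b, a lipid phosphodiesterase gene, to 17.5 ± 3.86 from 0.492 ± 0.192 CPM (5.15 ± 0.18, adjusted p = 1.04e-27). Cyfip2, an actin regulator gene, stood at 57.3 ± 15.2 against 3.24 ± 0.973 CPM (4.17 ± 0.19), and Cyp4a14, a fatty acid hydroxylase gene, at 528 ± 536 against 29.7 ± 34.8 CPM (4.07 ± 0.59). The lowest genes by fold were short RNA genes, whose products carry no poly(A) tail: the small nuclear RNA Gm22513 was at 0.127 ± 0.142 CPM against 47.2 ± 69.1 in WT. Of these, the Y RNA Rny3 stood at 11 ± 8.88 CPM in series 2 of Cry WT AL and at 0.0286 ± 0.0255 CPM in series 4 (SD, n = 6 each). PPARA targets rose, 11 of 19 (13 adjusted over the list alone; camera adjusted p = 0.000838, 0.632 with an estimated correlation), including Cyp4a10 (3.06 ± 0.43). The Cry WT AL libraries used as reference here were also lower in PPARA targets than those of Bmal1 WT AL. A low level in that reference group may thus enter this rise. Gluconeogenic genes rose, 6 of 12 (8 adjusted over the list alone; adjusted p = 0.00341, 0.58 with an estimated correlation), with Pck1 at 1.34 ± 0.25 and G6pc at 1.09 ± 0.23. Interferon-responsive genes fell, 10 of 13 (12 adjusted over the list alone; adjusted p = 0.000149, 0.632 with an estimated correlation), as Irf7 (−1.24 ± 0.24). Here 1 WT library at ZT12 held 105 CPM of Isg15, and 7 of the genes fell without the libraries that stood apart. Cholesterol synthesis genes fell, 8 of 20 (8 adjusted over the list alone; adjusted p = 0.0155, 0.815 with an estimated correlation), such as Fdps (−1.53 ± 0.27), but 4 without those libraries. Of 18 ribosome biogenesis genes 8 rose (9 adjusted over the list alone; adjusted p = 0.00974, 0.685 with an estimated correlation), and of 8 endothelial markers 1 fell (0 adjusted over the list alone; adjusted p = 0.0203, 0.759 with an estimated correlation). In series 2 of Cry KO AL the endothelial markers were lower than in series 1 by a median log2 difference of −2.21, and the PPARA, gluconeogenic and ribosome biogenesis genes were higher by medians of 0.42, 0.21 and 0.29. In all 5205 genes passed, 3102 higher and 2103 lower, 564 of them by at least 2-fold. That count moved with the series. Those of Cry KO AL differed from each other in 8254 genes. Without series 2 846 genes passed (429 higher, 417 lower). Without series 1 9895 passed, and the balance turned, to 3979 higher and 5916 lower. Without series 2 or series 4 of Cry WT AL 2588 (1908 higher) and 3185 (2042 higher) passed. With the compared groups fitted alone 1891 passed (1223 higher).

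Under RF, 994 genes passed in Cry KO, 518 higher and 476 lower, and 301 by at least 2-fold. Cyp2b9 was at 101 ± 40.5 against 2.35 ± 1.54 CPM (SD, n = 12 each; 5.53 ± 0.55, edgeR adjusted p = 1.04e-09), Cyfip2 at 64.5 ± 31.5 against 2.35 ± 1.2 CPM (4.73 ± 0.2), Smpdl3b at 15.6 ± 2.9 against 0.492 ± 0.197 CPM (5.09 ± 0.2) and Nup62cl at 11.9 ± 3.39 against 0.585 ± 0.315 CPM (4.52 ± 0.38). Raet1d, a ligand gene of natural killer cells, fell to 0.733 ± 0.702 from 10 ± 4.6 CPM (−3.76 ± 0.57). Of the 15 E-box targets 14 rose (14 adjusted over the list alone; adjusted p = 4.31e-83, 1.12e-13 with an estimated correlation). Targets of the oxidative stress factor NRF2 rose, 4 of 10 (5 adjusted over the list alone; adjusted p = 1.11e-06, 0.00899 with an estimated correlation): Gsta1 (3.21 ± 0.43), Gsta2 (1.75 ± 0.29), Nqo1 (0.8 ± 0.18) and Srxn1 (0.35 ± 0.1). Lipogenic genes rose, 6 of 19 (9 adjusted over the list alone; adjusted p = 3.4e-05, 0.555 with an estimated correlation), as Fasn (1.01 ± 0.25), but 1 without the libraries that stood apart. Of 16 xenobiotic genes 4 were higher and 1 lower (9 and 2 adjusted over the list alone; adjusted p = 0.000196, 0.38 with an estimated correlation), as Aldh1a1 (1.06 ± 0.16). Both measured pancreatic markers, Ctrb1 and Cela2a, were higher (2 adjusted over the list alone; adjusted p = 0.0056, 0.209 with an estimated correlation). Of all Ctrb1 in the group 77.5% came from 1 library at ZT4 (252 CPM), and the list had adjusted p = 0.208 without the libraries that stood apart. The growth hormone axis had 0 of 9 genes called (2 lower adjusted over the list alone; adjusted p = 0.0468, 0.423 with an estimated correlation). Across genes, the Cry KO effects under AL and RF correlated with r = 0.439, and 361 genes rose and 224 fell in both (102 and 63.5 for independent lists), with 11 called in opposite directions. Leaving out 1 series gave 370 to 1088 genes, and the random-effect model gave 161.

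Set against each other across genes, the effects of Bmal1 KO and Cry KO under AL ran more often in opposite directions than in the same, although no library was shared. There, 615 genes rose in Bmal1 KO and fell in Cry KO and 669 did the reverse (288 and 332 for independent lists), while 172 rose in both and 98 fell in both (425 and 225 for independent lists). The correlation of fold changes was −0.272 (Spearman −0.312). Under RF it was −0.162 (Spearman −0.0616), with 128 and 202 genes called in opposite directions (50.1 and 52 for independent lists) and 74 and 79 in the same (54.5 and 47.8), so under RF both kinds of overlap were above those of independent lists. The test of the difference between the effects passed for 6440 genes under AL (3257 with a higher effect in Cry KO) and 2399 under RF (1165). Nat8 had the opposite course to its loss in Bmal1 KO: it reached 111 ± 50.8 CPM in Cry KO AL from 20.9 ± 6.78 CPM in WT (SD, n = 12 each), a difference of effects of 8.41 ± 0.4 under AL and 8.8 ± 0.41 under RF. Loxl4, a lysyl oxidase gene (−6.94 ± 0.32 and −6.45 ± 0.42), and Slc34a2 (−6.7 ± 0.57 and −6.83 ± 0.64) went the other way, high in Bmal1 KO and low in Cry KO. Without series 2 of Cry KO AL the count under AL was 3137, and without series 1 it was 9830.

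Daily rhythms were tested with a 24 h cosine, and a gene counted as rhythmic with a BH adjusted p under 0.05 and a peak-to-trough range of at least 0.5 log2. Bmal1 WT livers had 1573 rhythmic genes under AL and 2012 under RF, and Cry WT livers 1052 and 2985. In each WT group 18 of the 19 core clock genes were rhythmic, all but Rora. Arntl peaked between ZT22.7 and ZT23.1 with a range of 4.72 to 5.11 log2, and Dbp between ZT10.3 and ZT10.6 with 6.58 to 8.51 log2. The WT groups of the lines shared 671 rhythmic genes under AL (105 for independent lists) and 1389 under RF (381), and 99.1% and 97.8% of these peaked within 3 h of each other (25% by chance). Between AL and RF, Bmal1 WT shared 1079 rhythmic genes and Cry WT 782, with 99.2% and 95.8% within 3 h. Heat shock genes were overrepresented among rhythmic genes of Cry WT AL (10 of 14, Fisher adjusted p = 3.16e-08), Cry WT RF (10, 0.000318) and Bmal1 WT RF (8, 0.001). Glucocorticoid-responsive genes were overrepresented in Cry WT RF (10 of 11, 8.82e-06) and Cry WT AL (5, 0.00395), and bile acid genes in Bmal1 WT RF (6 of 14, 0.0334). In Cry WT RF acute phase genes (10 of 15, 0.000729) and neutrophil markers (4 of 4, 0.0107) were overrepresented too, as were lipogenic (9 of 19, 1.83e-05) and interferon-responsive genes (6 of 13, 0.001) in Cry WT AL and ribosome biogenesis genes in Bmal1 WT RF (8 of 18, 0.00818). The library of Cry WT AL at ZT12 in series 2 held 105 CPM of the interferon-responsive Isg15. Both pancreatic markers were rhythmic in Cry WT AL (2 of 2, 0.032), where the library at ZT8 in series 4 held 48.9 CPM of Ctrb1. Outside Cry WT AL and Bmal1 KO RF, the groups with a library at 105 CPM of Isg15, 0 of 13 interferon-responsive genes were rhythmic. Outside Cry WT RF and Bmal1 KO RF, the groups with a library over 5000 CPM of Saa1, at most 1 of 15 acute phase genes was. The pancreatic markers were rhythmic otherwise only in Cry KO RF, which also had libraries high in Ctrb1. Single libraries may thus carry these calls. Feeding alone changed the rhythm of 2 genes in Bmal1 WT (254 at an unadjusted p under 0.05) and 14 in Cry WT (1046). The latter included Cd14 (adjusted p = 0.0014), and all 14 had a larger range under RF. In Cry WT RF the library of series 6 at ZT12 held 21900 CPM of the acute phase gene Saa1, and without the 2 libraries high in Saa1 feeding changed the rhythm of 0 genes in Cry WT. With limma-voom, with a joint test of the time means and with the compared groups alone the count was 0 in each WT. It was far higher in each WT when the filter on low counts was dropped. Leaving out 1 series moved it both ways in Cry WT. With 1 series left out the rhythmic genes fell to between 249 and 535 in Bmal1 WT AL, 295 and 403 in Bmal1 WT RF, 122 and 328 in Cry WT AL, and 534 and 1547 in Cry WT RF.

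**Figure D3:**
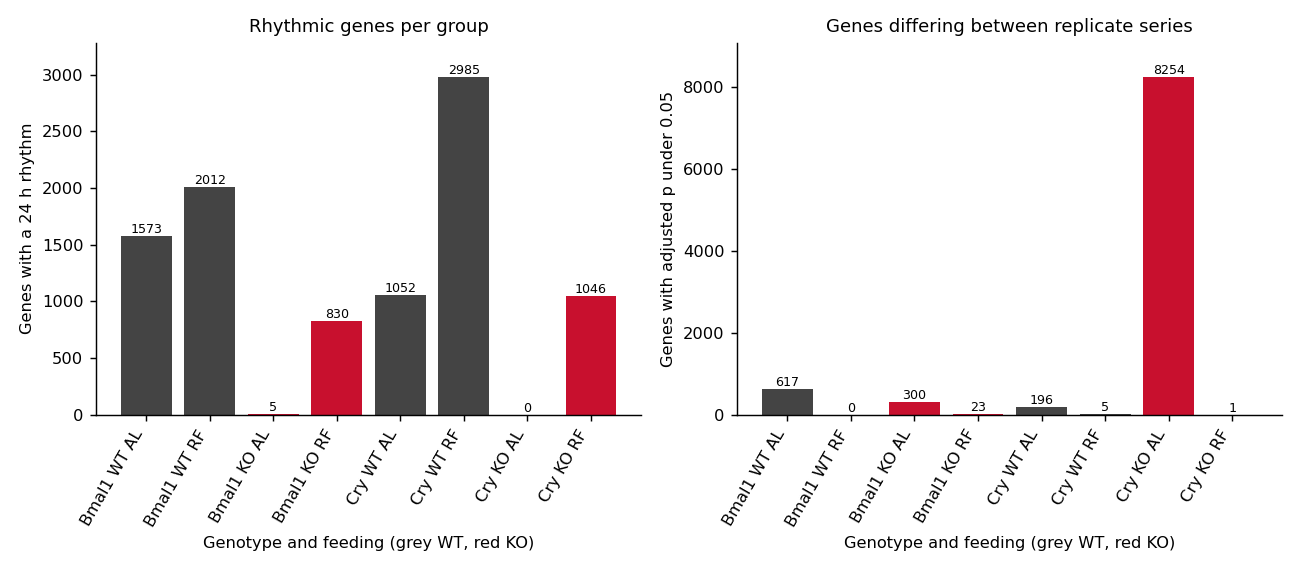
Left, number of rhythmic genes (24 h cosine, BH adjusted p under 0.05, range of at least 0.5 log2) in each of the 8 groups; right, number of genes that differed between the 2 replicate series of the group. Bmal1 KO AL has 5 rhythmic genes and Cry KO AL 0, and Cry KO AL has 8254 genes differing between its series.

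Both knockouts flattened the clock rhythms. Dbp had a range of 0.18 ± 0.58 log2 in Bmal1 KO AL against 7.51 ± 0.59 in WT (SE, n = 12; adjusted p of the difference = 6.27e-09 by edgeR), and of 0.39 ± 0.5 in Cry KO AL against 8.51 ± 0.65 (5.54e-12). Clpx, a mitochondrial chaperone gene, lost a rhythm of 2.64 ± 0.23 log2 peaking at ZT0.208 in Bmal1 WT AL (0.39 ± 0.23 in KO, adjusted p = 1.84e-08) and rose in mean level there from 203 to 506 CPM. The glycogen synthase gene Gys2 (2.35 ± 0.22 to 0.25 ± 0.22) did likewise in Bmal1 KO AL. Rhythms differed from WT in 121 genes in Bmal1 KO AL (118 of smaller range), 208 in Bmal1 KO RF (167), 144 in Cry KO AL (142) and 419 in Cry KO RF (339). Each of these counts was higher when the filter on low counts was dropped. A series intercept raised those of Bmal1 KO AL, Cry KO AL and Cry KO RF. Genes that lost rhythm in both knockouts, by the main tests, numbered 71 under AL and 73 under RF. With 1 series left out the differences fell to between 35 and 62, 45 and 150, 42 and 68, and 86 and 121 genes in these 4 groups, and the losses in both to between 26 and 47 under AL and 23 and 40 under RF. The 71 and 73 were enriched for core clock genes (10 of 18 under AL, Fisher adjusted p = 2.79e-05; 9 of 18 under RF, 1.1e-06) and E-box targets (11 of 15, 1.64e-07; 10 of 15, 5.63e-09), among them Arntl, Nr1d1, Per3 and the deubiquitinase gene Usp2. No core clock gene was rhythmic in either KO under AL or in Cry KO under RF; Per2 (1.58 ± 0.39 log2, ZT18.1, adjusted p = 0.0231) and Nr1d2 (1.44 ± 0.37, ZT10.7, 0.0216) were in Bmal1 KO RF.

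Under AL the knockouts had few rhythmic genes by edgeR: 5 in Bmal1 KO (919 at an unadjusted p under 0.05; 1 by limma-voom) and 0 in Cry KO (1260 at an unadjusted p under 0.05; 0 by limma-voom). Under RF 830 genes passed in Bmal1 KO and 1046 in Cry KO. Dropping the filter on low counts raised each of these counts, and those under AL were then no longer small. By edgeR the test of the difference in rhythm between RF and AL called 0 genes in either knockout. At an unadjusted p under 0.05 there were 399 and 1127. A gain under RF was thus not shown gene by gene with the filter on low counts. The test did call genes in both knockouts when that filter was dropped. With simulated rhythms of 1 and 2 log2 in Bmal1 KO RF, 23.9% and 86.4% of genes passed as rhythmic. For simulated differences in rhythm of these sizes between Bmal1 KO and WT under RF the shares were 2.99% and 66.7%. Of the RF rhythms, 93 genes kept theirs in both knockouts, that is, they were rhythmic in all 4 RF groups with a peak within 3 h of WT. The heat shock genes Hsph1 and Hsp90aa1 were among them. Their ranges were 3.05 ± 0.57 and 2.17 ± 0.49 log2 in Bmal1 KO RF and 2.44 ± 0.58 and 2.09 ± 0.49 in Cry KO RF, with peaks between ZT17.2 and ZT19.4. Fbxo21, a ubiquitin ligase gene, peaked at ZT6.65 and ZT6.68 (1.75 ± 0.34 and 1.5 ± 0.33 log2). Heat shock genes were enriched in the 93 (3 of 6 that could qualify, Fisher adjusted p = 0.0334). With 1 series left out the 93 fell to between 0 and 68. Whether the kept rhythms follow the feeding schedule or the light cycle was not tested. Unfolded protein response genes were enriched among the rhythmic genes of Bmal1 KO RF (11 of 14, adjusted p = 8.41e-11), as were interferon-responsive genes (9 of 13, 3.89e-08), acute phase genes (7 of 15, 6.12e-05) and heat shock genes (4 of 14, 0.0334). In that group 1 library of series 4 at ZT0 held 7530 CPM of Saa1 and 1 at ZT20 held 105 CPM of Isg15. Rhythmic interferon-responsive and acute phase genes were otherwise almost limited to the other groups with such a library. Single libraries may thus carry the calls of these lists. The lists were not retested for rhythm without those libraries, and Fisher's exact test takes the genes as independent. In Cry KO RF lipogenic genes were enriched (11 of 19, adjusted p = 9.79e-08), among them Fasn, Acly, Elovl6 and Srebf1, together with heat shock (8 of 14, 1.2e-05), cholesterol synthesis (6 of 20, 0.0117) and unfolded protein response genes (5 of 14, 0.012). Both pancreatic markers were rhythmic there too (2 of 2, 0.032). In series 5 of that group the libraries at ZT4 and ZT8 held 252 and 42.8 CPM of the pancreatic Ctrb1. Of the Cry KO RF rhythms 371 peaked from ZT4 to ZT8 and 389 from ZT16 to ZT20, while the other 4 h windows held 45 to 103. Depth went with time in Cry KO RF. Its libraries held 1478963 and 4541141 counts at ZT4 and 8037894 and 4883930 at ZT12, against 24228680 to 31826439 at the other times. No test separated depth from time in that group, so whether depth shaped these rhythms and their peak times is not known. The knockouts shared 240 rhythmic genes under RF (55 for independent lists), of which 69.2% peaked within 3 h, with Cry KO earlier by a median of 2.1 h. The count in Bmal1 KO RF rested on series 4, without which 1 gene passed, against 547 without series 2. In Cry KO RF 78 and 43 passed without series 3 and series 5.

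Night feeding changed the mean level of 2476 genes in Bmal1 WT (1471 higher, 1005 lower). Rora, a clock activator gene, rose to 116 ± 23.7 from 72.3 ± 16.1 CPM (SD, n = 12 each, 0.67 ± 0.11 SE, adjusted p = 0.000282 by edgeR). In Cry WT Rora stood at 96.9 ± 16.2 CPM under RF and 95.7 ± 15 CPM under AL. In Bmal1 WT the long noncoding F830016B08Rik rose to 58.4 ± 13.4 from 21.2 ± 10.6 CPM (1.43 ± 0.29), and Rogdi fell to 8.13 ± 1.39 from 13.5 ± 2.72 CPM (−0.71 ± 0.13). PPARA targets fell, 5 of 19 (5 adjusted over the list alone; adjusted p = 0.00271, 0.702 with an estimated correlation), and pericentral genes, 3 of 10 (4 adjusted over the list alone; adjusted p = 0.0165, 0.632 with an estimated correlation). With RLE scaling 69.4% of calls were higher instead of 59.4%. Without series 4 of the RF group 152 genes passed. With the series as a random effect limma-voom called 2, but there both the program and the series term changed. In Cry WT 250 genes changed (102 higher, 148 lower). Cyp4a14 stood at 200 ± 110 CPM under RF against 29.7 ± 34.8 CPM (3.08 ± 0.59, adjusted p = 0.00524). The same Cry WT AL libraries were the reference for its rise in Cry KO AL, so the feeding and knockout effects on it are not independent. Female-biased genes rose there, 4 of 11 (8 adjusted over the list alone; adjusted p = 2.85e-10, 0.0124 with an estimated correlation). Several lists passed the camera test in Cry WT with no gene called over all genes: cell cycle (5 of 13 lower adjusted over the list alone; adjusted p = 2.65e-05, 0.38 with an estimated correlation), Kupffer cell markers (7 of 8 lower; 8.57e-07, 0.408), neutrophil markers (4 of 4 lower; 0.000609, 0.38) and periportal genes (4 of 10 higher; 0.00117, 0.407). Erythroid markers, 1 of 6 lower adjusted over the list alone, had adjusted p = 0.0275 there, and 0.632 with an estimated correlation. The cholangiocyte list was called with 1 of 5 genes higher (2 adjusted over the list alone; adjusted p = 0.0378, 0.592 with an estimated correlation), and its adjusted p was 0.283 without the libraries that stood apart. In Cry WT 20 genes passed without series 9 of Cry WT RF (5 higher, 15 lower). Leaving out series 2 of Cry WT AL gave 53, and the balance turned, to 39 higher and 14 lower. Leaving out the 2 libraries over 5000 CPM of Saa1 gave 843 (238 higher, 605 lower). The random-effect model gave 0 (2245 at an unadjusted p under 0.05 in the edgeR fit).

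In the knockouts the effects of feeding on mean level were tied to single series. Bmal1 KO had 86 genes called, 81 higher under RF, led by mitochondrial and small RNAs: mt-Rnr2 was at 8340 ± 16200 against 409 ± 154 CPM (SD, n = 12 each; 3.29 ± 0.53, edgeR adjusted p = 0.0049), and 53.7% of it came from the library of series 4 at ZT0. Without series 4 of Bmal1 KO RF edgeR called 0 genes, and without the 2 libraries high in Saa1 it called 1. The full data gave 2094 at an unadjusted p under 0.05. Other fits called more, with 649 without series 2 of Bmal1 KO RF (406 higher) and 825 without a filter on low counts (600 higher). DESeq2 called 261 (242 higher). In Cry KO 2863 genes were called, 800 higher and 2063 lower under RF. That balance became 212 higher and 161 lower without series 2 of Cry KO AL, and 4904 and 3458 without series 1. With the compared groups alone it was 76 and 76. Without series 3 or series 5 of Cry KO RF lower calls stayed in excess (1198 against 629, and 951 against 165). Slco1a4, a bile acid and drug carrier gene, rose to 47.7 ± 35.7 from 13.2 ± 4.49 CPM (1.78 ± 0.24, adjusted p = 1.27e-05). Acute phase genes were lower, 11 of 15 (12 adjusted over the list alone; adjusted p = 8.61e-07, 0.592 with an estimated correlation), with Saa1 at 88.2 ± 155 against 447 ± 618 CPM and the fibrinogen genes Fgg (−1.01 ± 0.17) and Fgb (−0.9 ± 0.16) among them, and 10 without the libraries that stood apart. In series 2 of Cry KO AL the acute phase genes were higher than in series 1 by a median of 1.17 log2. Neutrophil markers fell with them, 3 of 4 (4 adjusted over the list alone; adjusted p = 0.00117, 0.408 with an estimated correlation), such as S100a8 (−2.8 ± 0.66). The Cry KO effect differed between AL and RF in 999 genes, 134 with a higher effect under RF, among them C4a (2.7 ± 0.49), and 865 with a lower, among them Ces4a (−1.5 ± 0.47). Without series 1 of Cry KO AL this balance turned, to 4312 higher and 3320 lower. Without series 2 of Cry KO AL the feeding effect in Cry KO was called for 373 genes and the difference for 0. Without series 1 the counts were 8362 and 7632. With the series as a random effect limma-voom called 0 for both, but there both the program and the series term changed. The difference was also called for 0 genes without series 5 of Cry KO RF, and for 3 each without series 2 of Cry WT AL or series 6 of Cry WT RF. It was called for 154 genes without series 4 of Cry WT AL (99 lower) and for 520 without series 3 of Cry KO RF (366 lower). Without series 9 of Cry WT RF it was called for 539 (391 lower).

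The WT groups of the lines, which may differ in more than the labels state, were compared to see how far a line shifts the baseline. Under AL 3239 genes differed (1753 higher in Cry WT), including the PPARA targets Cyp4a14 (29.7 ± 34.8 against 368 ± 338 CPM, SD, n = 12 each; −3.78 ± 0.59, edgeR adjusted p = 0.000143) and Cyp4a10 (64.2 ± 48.1 against 431 ± 314 CPM, −2.68 ± 0.43). The same Cry WT AL libraries were the reference for the rise of Cyp4a14 in Cry KO AL and with RF in Cry WT. The line, knockout and feeding effects on this gene thus share a group with a low level. Under RF 135 differed (31 higher), such as Dpy19l3 (10.3 ± 3.61 against 39.8 ± 9.33 CPM, −1.96 ± 0.22, adjusted p = 8.85e-08), Serpine2 (8.25 ± 6.73 against 27.7 ± 14.5 CPM, −2 ± 0.34) and the bile acid hydroxylase gene Cyp39a1 (53.4 ± 32.6 against 20.4 ± 8.52 CPM, 1.29 ± 0.22). Single series moved these counts. Under AL 926 genes differed without series 2 of Cry WT AL, and the balance turned, to 287 higher and 639 lower. It turned too without series 4 of Cry WT AL (567 higher, 650 lower). Higher calls stayed in excess without series 1 or series 8 of Bmal1 WT AL (829 against 553, and 2039 against 1246). Under RF 25 genes differed without series 9 of Cry WT RF. The random-effect model gave 70 under AL and 2 under RF. Of the 32 gene lists, the amino acid response, stellate cell and adipocyte lists were called in 0 of the 14 comparisons of mean level; their smallest adjusted p were 0.0939, 0.0518 and 0.118 by camera. The unfolded protein response list was called in 2 comparisons and the heat shock list in 1, with smallest adjusted p of 8.79e-05 and 0.000377, both between the WT groups under RF, and neither held with an estimated correlation.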

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

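The test of marker genes of other cell types against genes of like length was chosen only after the result was seen, as were the tests without the 3 shallowest libraries and with the series as a random effect. These results stand out because the effects of 2 groups under the same contrast differed by a test of the difference. The Cry KO effect on mean level differed between AL and RF in 999 genes (edgeR, BH adjusted p under 0.05), and the Cry KO and Bmal1 KO effects differed from each other in 6440 genes under AL and 2399 under RF. Knockout changed the rhythm of 121 genes in Bmal1 KO AL, 208 in Bmal1 KO RF, 144 in Cry KO AL and 419 in Cry KO RF. Feeding changed the rhythm of 2 genes in Bmal1 WT and 14 in Cry WT. With the compared groups alone both counts were 0, and without the 2 libraries high in Saa1 that of Cry WT was 0. Without a filter on low counts both counts were far higher, and leaving out a series moved that of Cry WT both ways.

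The count for the difference of the Cry KO effect between AL and RF depended on which series was left out. Without series 2 of Cry KO AL or series 5 of Cry KO RF edgeR called 0 genes. Without series 2 of Cry WT AL or series 6 of Cry WT RF it called 3. It called 154 without series 4 of Cry WT AL, 520 without series 3 of Cry KO RF and 539 without series 9 of Cry WT RF. Without series 1 of Cry KO AL it called 7632. Without the 3 shallowest libraries 9 genes passed, so depth may play a part, but 1 of these libraries was from series 2 of Cry KO AL at ZT20 and 1 from Cry KO RF, and no test separated depth from the loss of these samples. Between the series of Cry KO AL 8254 genes differed, and the difference went with transcript length across genes (Spearman −0.605 over 12461 genes, which are not independent), so a length bias between libraries, as RNA quality can give, may account for part of it. Between the series of the other groups this correlation ran from −0.244 to 0.388, and the 0.388 of Bmal1 WT AL went with 617 genes that differed. Fewer cells other than hepatocytes in series 2 would lower the markers of all those cell types. Against genes of like length, 4 of the 6 marker lists were lower by their medians: Kupffer cell (−1.95 log2), endothelial (−1.8), B and T cell (−0.64) and stellate cell (−0.22). Cholangiocyte (0.12) and erythroid markers (0.1) were not. Over all 44 markers the 6 lists moved apart by more than the spread within them (F ratio 17.2, permutation p = 1e-05, markers taken as independent). This argues against a loss of all those cell types alike, while fewer cells of some or all of the 4 types stays open. A feeding effect that depends on CRY, which the design would allow, also stays open. Its test without series 2 of Cry KO AL called 0 genes, but with fewer libraries, so such an effect is neither shown nor excluded.

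Other splits of the libraries within each time were run on the compared groups alone, 100 splits for each result with the real split included. For mean level chance could be excluded for Bmal1 KO AL (4093 genes, highest other split 1049), Bmal1 KO RF (3343, 468), Cry KO AL (1891, 436), Cry KO RF (955, 16), RF against AL in Bmal1 WT (3468, 23) and Cry WT (548, 4), the WT lines under AL (4819, 264) and RF (154, 52), and the difference between knockouts under AL (5483, 24) and RF (2636, 210). The highest other split for Cry KO AL, for RF against AL in Bmal1 WT and for the difference between knockouts under AL was 1 that parted the replicate series. In each of these 1 split of 100, the real one, gave as many genes. Of the splits 97 mixed the series, which the real one keeps whole, so these counts exclude a chance assignment of single libraries but not a difference between whole series. For the difference between knockouts, a split that mixes WT and KO libraries removes both knockout effects. Its count therefore stands for no effect in either line and cannot tell equal effects from different ones. With the series as a random effect limma-voom called 2 genes for RF against AL in Bmal1 WT and 0 in Cry WT, 70 and 2 for the WT lines under AL and RF, and 161 to 2585 for the other 6.

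In 3 comparisons the split that parted libraries by series called more genes than the real split, which points to a structure of the samples that feeding does not explain. It gave 204 genes against 81 for RF against AL in Bmal1 KO and 2876 against 152 in Cry KO, each with 2 splits of 100 at or above the real one. For the difference of the Cry KO effect between feedings it gave 2584 genes against 1, with 4 splits as high. For the same difference in the Bmal1 line the real split gave 2 genes and the highest other 0. With the series as a random effect limma-voom called 0 genes in each of these 4.

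For differences in rhythm chance could be excluded, again for single libraries, for Bmal1 KO RF (140 genes, highest other split 68) and Cry KO RF (294, 64). These splits mix WT and KO libraries that also differ in mean level, so they do not test rhythm apart from level. For Bmal1 KO AL (173) and Cry KO AL (72) 2 splits of 100 gave as many, the real one and 1 mixed split that called 267 and 283 genes. Chance could be excluded there too at that share, but a mixed split with more calls points to a structure of the samples. For feeding edgeR called 0 genes in the real split in Bmal1 WT, Bmal1 KO, Cry WT and Cry KO, so all 100 splits gave as many, with 3, 1, 1 and 1 genes in the highest other.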

How the results depend on the processing

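Tests chosen only after the results were seen were those with the replicate series as a random effect or as an intercept in the cosine model, those without the 2 libraries high in Saa1, the 3 shallowest libraries or the 7 libraries that stood apart, and the correlations of knockout effects with 1 series left out. The gene lists, the models and the other alternatives were chosen before the data were examined. Of 10716 values of named genes under an alternative, 9901 kept their direction and their side of the threshold, 658 lost their call, 146 gained one and 11 changed sign. Of 489 alternative counts and correlations, 298 stayed within 1.5 times the reported count or within the spread of the left-out series, and 191 did not. RLE size factors moved none of them beyond that. Where a series was left out its group kept 1 library per time, assumed to vary like the others, and fewer samples stood behind every value. For the other changes the cause was not tested.

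With 1 series left out in turn, edgeR called 2389 to 4072 genes for mean level in Bmal1 KO AL, 1982 to 3132 in Bmal1 KO RF, 846 to 9895 in Cry KO AL and 370 to 1088 in Cry KO RF. For RF against AL it called 152 to 3009 in Bmal1 WT, 0 to 649 in Bmal1 KO, 20 to 429 in Cry WT and 373 to 8362 in Cry KO. The difference of the knockout effect between feedings ran from 0 to 24 genes in the Bmal1 line and from 0 to 7632 in the Cry line, the WT lines from 926 to 3285 under AL and from 25 to 112 under RF, and the difference between knockouts under AL from 3137 to 9830. The extremes of the comparisons with Cry KO AL came from its 2 series, but the 0 of the Cry line was also reached without series 5 of Cry KO RF, and 3 genes were left without series 2 of Cry WT AL or series 6 of Cry WT RF. Without series 1 the median gene moved by −0.12 log2 in Cry KO AL against WT and by 0.14 in RF against AL. Correlations between the knockout effects ran from −0.305 to −0.154 under AL and from −0.191 to −0.0804 under RF.

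With the series as a random effect (limma-voom, consensus correlation 0.248) the counts were 1277 for Bmal1 KO AL, 1173 for Bmal1 KO RF, 1100 for Cry KO AL and 161 for Cry KO RF. They were 2 for feeding in Bmal1 WT, 0 in Bmal1 KO, Cry WT and Cry KO, and 0 for the difference of the Cry KO effect between feedings. The WT lines differed in 70 and 2 genes, and the knockouts in 2585 under AL and 730 under RF. These counts differ from those of edgeR in both program and series term, and the part of each was not separated.

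Fitted on the compared groups alone, Cry KO AL gave 1891 genes, RF against AL 548 in Cry WT and 152 in Cry KO, and the feeding differences of the knockout effects 2 (Bmal1) and 1 (Cry). Rhythmic genes then numbered 913 in Bmal1 WT AL, 0 in Bmal1 KO AL, 302 in Bmal1 KO RF, 1666 in Cry WT RF and 641 in Cry KO RF, and rhythm differences 72 in Cry KO AL and 0 for feeding in each WT. DESeq2 called 261 genes for feeding in Bmal1 KO, 467 in Cry WT, 11 for the feeding difference in the Bmal1 line and 218 between WT lines under RF. Intercepts of the cosine model gave 235, 445 and 10 for the former 3, and 1656 for the feeding difference in the Cry line. Without the 2 libraries high in Saa1 the counts were 1, 843 and 1, and 0 genes changed rhythm with feeding in Cry WT. Without the 3 shallowest libraries, 1649 genes changed with feeding in Cry KO and 9 differed in the Cry KO effect. A minimum mean of 1 CPM gave 4 genes for the feeding difference in the Bmal1 line and 9 for the rhythm change in Cry WT.

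Without a filter on low counts feeding changed 825 genes in Bmal1 KO and 1187 in Cry WT, the feeding differences of the knockout effects took 332 (Bmal1) and 1549 (Cry) genes, and the WT lines differed in 662 under RF. Rhythmic genes rose to 583 in Bmal1 KO AL, 1795 in Bmal1 KO RF, 1896 in Cry WT AL, 432 in Cry KO AL and 1735 in Cry KO RF. Rhythm differences rose to 750 and 938 in Bmal1 KO under AL and RF, 897 and 1367 in Cry KO, and for feeding to 297 in Bmal1 WT, 380 in Bmal1 KO, 809 in Cry WT and 514 in Cry KO.

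Rhythmic genes with 1 series left out numbered 249 to 535 in Bmal1 WT AL, 295 to 403 in Bmal1 WT RF, 2 in Bmal1 KO AL, 1 to 547 in Bmal1 KO RF, 122 to 328 in Cry WT AL, 534 to 1547 in Cry WT RF, 0 to 9 in Cry KO AL and 43 to 78 in Cry KO RF. Rhythm differences ran from 35 to 62 and from 45 to 150 in Bmal1 KO under AL and RF, and from 42 to 68 and from 86 to 121 in Cry KO. For feeding they were 0 to 1 in Bmal1 WT, 0 to 3 in Bmal1 KO, 0 to 73 in Cry WT and 0 to 18 in Cry KO. Rhythms lost in both knockouts ran from 26 to 47 under AL and from 23 to 40 under RF, and rhythms kept in both under RF from 0 to 68. A joint test of the time means gave 985, 1283, 8, 480 and 585 rhythmic genes in Bmal1 WT AL, Bmal1 WT RF, Bmal1 KO AL, Bmal1 KO RF and Cry KO RF, rhythm differences of 117 in Bmal1 KO RF, 91 in Cry KO AL and 232 in Cry KO RF, and 0 for feeding in each WT. With limma-voom 1 gene was rhythmic in Bmal1 KO AL and feeding changed the rhythm of 0 genes in each WT. With a series intercept 1869 genes were rhythmic in Cry KO RF, the differences were 197 in Bmal1 KO AL, 256 in Cry KO AL and 804 in Cry KO RF, and for feeding 0 in Bmal1 WT and 6 in Cry WT.

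Of the 142 calls among 448 tests of gene lists on mean level, 18 held with an estimated correlation. The sign of short and mitochondrial RNAs rested on single series. With 1 series left out the log2 change with feeding in Bmal1 KO ran from −2.59 to 9.04 for Gm22513, −1.33 to 6.76 for Rn7sk, −0.74 to 7.22 for n-R5-8s1, −0.13 to 4.1 for mt-Rnr2 and −0.11 to 3.67 for mt-Rnr1, each lowest without series 4 of Bmal1 KO RF. In Cry WT it ran from −9.53 to 1.12 for Rny3, −10.11 to 0.72 for Gm24407, −10.25 to 1.54 for Gm24265, −9.25 to 1.58 for Gm25099 and −10.39 to 1.46 for Gm22513, each highest without series 2 of Cry WT AL. Between the WT lines under AL mt-Tm ran from −0.62, without that series, to 9.31. Some of these series have cells at or near 0 counts, so the fitted sizes are not measured and only the turn in sign can be read. Rny3, for example, had 0 counts in all 6 libraries of series 6 of Cry WT RF, the series that stood alone in the lowest of its values.

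Titles of the Bmal1 line give WT and KO the same replicate numbers. Correlations between WT and KO libraries of a number, after the mean of each cell was removed, ran from −0.0712 to 0.202 under AL and from 0.0346 to 0.192 under RF, so the numbers were not treated as pairs. With the number as a replicate block, 3996 genes were called in Bmal1 KO AL, 3276 in Bmal1 KO RF and 1 for the feeding difference.

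Depth and 2 libraries per time limit what could be seen. In simulated data a 1.5-fold change of mean level was called for 55.2% of genes and a 2-fold change for 91%, and a rhythm of 1 log2 for 23.9%. A difference in rhythm of 1 log2 was called for 2.99% and of 2 log2 for 66.7%, so differences in rhythm below that were mostly not detectable.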

Other observations

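Tests chosen only after the results were seen were those of genes near Arntl, the values without the libraries that stood apart and the spread between libraries under AL and RF. Several members of lists without a call in Bmal1 KO changed there, and some went the other way in Cry KO. Hspb1, a small heat shock protein gene, fell to 2.21 ± 1.02 from 15.5 ± 10.3 CPM in Bmal1 KO AL (SD, n = 12 each; −2.67 ± 0.24 SE, edgeR adjusted p = 1.21e-12) and to 1.96 ± 1.16 from 11.1 ± 6.51 CPM in Bmal1 KO RF, and rose to 33.7 ± 23.2 from 15 ± 13.5 CPM in Cry KO AL (1.43 ± 0.22). The test of the difference between these effects under AL gave 4.09 ± 0.33 (adjusted p = 1.67e-14). Gsta1, a glutathione transferase gene with close paralogs, fell in Bmal1 KO under both regimens (−2.66 ± 0.47 under AL, −3.93 ± 0.58 under RF) and rose in Cry KO under AL (1.88 ± 0.42). Asns, the asparagine synthetase gene, stood at 0.196 ± 0.0557 against 4.16 ± 2.99 CPM in Bmal1 KO AL (−4.16 ± 0.61). Hmgcs1, an early enzyme gene of cholesterol synthesis, rose to 467 ± 173 from 239 ± 129 CPM in Bmal1 KO AL (1.09 ± 0.24) and fell to 94.7 ± 36.2 from 235 ± 143 CPM in Cry KO AL (−1.2 ± 0.24). Fabp1, a fatty acid carrier gene, fell to 1260 ± 219 from 2750 ± 806 CPM in Bmal1 KO AL (−1.1 ± 0.22), and Cyp8b1, a sterol hydroxylase gene of bile acid synthesis, rose to 495 ± 202 from 221 ± 83 CPM in Cry KO AL (1.17 ± 0.25). The series of Cry KO AL differed from each other in 8254 genes, so its values here may depend on the series. Against series 1, series 2 had 9 of 14 heat shock genes higher and 0 lower. It had 6 of 14 bile acid genes higher and 1 lower, and 5 of 20 cholesterol synthesis genes higher and 1 lower.

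The WT lines differed under AL in several metabolic groups. PPARA targets were lower in Cry WT than in Bmal1 WT, 12 of 19 (12 adjusted over the list alone; camera adjusted p = 2.69e-10, 0.261 with an estimated correlation), as were xenobiotic genes, 8 of 16 (8 adjusted over the list alone; adjusted p = 0.000149, 0.357 with an estimated correlation), and bile acid genes, 6 of 14 (6 adjusted over the list alone; adjusted p = 0.00151, 0.508 with an estimated correlation). Interferon-responsive genes were higher, 11 of 13 (13 adjusted over the list alone; adjusted p = 9.16e-07, 0.526 with an estimated correlation), and 5 without the libraries that stood apart, 1 of which was the Cry WT AL library with 105 CPM of Isg15. With RF, they fell in Cry WT, 5 of 13 (12 adjusted over the list alone; adjusted p = 4.95e-12, 0.245 with an estimated correlation), and 3 without those libraries. Gluconeogenic genes had 1 of 12 higher there (11 adjusted over the list alone; adjusted p = 1.15e-07, 0.0928 with an estimated correlation). In Bmal1 KO the male-biased genes had no call over all genes with RF (4 lower adjusted over the list alone; adjusted p = 7.71e-08, 0.426 with an estimated correlation).

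By edgeR more genes passed as rhythmic in the knockouts under RF than under AL. This held with no filter on low counts too, but the AL counts were then no longer small. With the main filter there were 830 genes against 5 in Bmal1 KO and 1046 against 0 in Cry KO. Rhythms that follow the feeding schedule may account for part of this, since genes rhythmic in 1 knockout under RF also swung at the same peak times in the other: by 0.507 log2 in Bmal1 KO RF (permutation p = 0.0029) and by 0.601 log2 in Cry KO RF (permutation p = 0.00011). Peak times shared by the knockouts cannot separate the feeding schedule from another daily signal, such as the light cycle by which ZT is counted. In Cry KO the swing under AL was 0.087 times that under RF (permutation p of the difference = 8e-05), so a wider spread under AL that hides equal rhythms does not account for the lower count there. In Bmal1 KO it was 0.736 times that under RF (permutation p = 0.32), so equal swings are not excluded. The libraries of a time did not spread wider there under AL (0.368 log2) than under RF (0.447, ratio 0.824, exact permutation p = 0.262), which gives no support to a wider spread under AL as the reason for the lower count but does not exclude it. The swing there was 0.374 log2 under AL (permutation p = 0.0036), so it was not limited to RF. It was 0.17 and 0.577 log2 in the 2 series under AL and 0.378 and 0.637 log2 under RF. Without the 2 libraries high in Saa1, 1 of which was of Bmal1 KO RF, 898 genes were rhythmic there, so that library was not the source.

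Of the 385 genes within 20 Mb of Arntl, 17.7% changed the same way in Bmal1 KO under both regimens, against 13.5% elsewhere. A flanking strain segment that came with the targeted allele may contribute, but the odds ratio was 1.37 (Fisher's exact p = 0.0236, interval 1.04 to 1.8). For changes of at least 4-fold it was 2.1 (exact p = 0.0342), with an interval from 0.981 to 3.98 that includes 1 and with 10 such genes, among them the closely related Trim12a, Trim30d, Trim34b and Trim5, whose reads are uncertain. For genes within 20 Mb of Cry1 and Cry2 in Cry KO the odds ratios were 1.2 (exact p = 0.453) and 0.748 (exact p = 0.689). Strain variants were not examined in reads, and such a segment and an effect of the knockout cannot be told apart for these genes.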
